A study of Saccharomyces cerevisiae with 24 samples.

How the data were processed

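RNA sequencing libraries were made from 24 yeast cultures in 8 groups of 3 biological replicates. Per the labels, the groups were a wild type without epitope tags, a wild type carrying HA-tagged Rtf1 and Myc-tagged Rad6, a RAD6 deletion without tags, a RAD6 deletion with HA-tagged Rtf1, the untagged histone substitution H2B-K123R, and 3 mutants with both tags, namely rad6-R6A,M10A, rad6-R6Q, and rtf1-108-110AAA. Per the labels' protocols, cells were grown to log phase, mixed with a fixed share of Kluyveromyces lactis cells as a spike-in before RNA extraction, and ribosomal RNA was depleted before strand-specific library preparation. Group and replicate number were taken from the sample titles, and all 96 count columns of the 4 deposited tables were matched to a sample through their headers.

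The deposited values were raw counts per gene in every table. Per the file headers and names, the authors counted reads on the gene's own strand, on the opposite strand, and without regard to strand for 6571 S. cerevisiae genes, and counted reads for 5508 K. lactis genes after ribosomal RNA genes were left out. The aligner, the counting program and the genome build were not stated in the labels or headers. Of the S. cerevisiae identifiers, 5897 matched a locus tag of the R64 annotation and 674 did not. The unmatched identifiers held 0.133% of the sense counts. All coordinates given are those of R64, which may not be the build the authors used. Genes with a copy of at least 90% identity over at least 50% of their length, found by a BLAST+ 2.17.0 search of R64, are called genes with a near-identical copy, and their counts are uncertain. There were 170 such genes among those tested. A gene is said to overlap a gene on the other strand when over 10% of its antisense counts were lost in the table that ignores strand. This applied to 2577 genes, and 83.9% of the antisense counts lay in them.

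Sense totals ran from 7227245 to 10782960 counts per library, antisense totals from 411344 to 611282, and K. lactis totals from 1051104 to 1591505. Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and alternatives with DESeq2 1.42.0. The model held 8 group means and all 24 libraries, with TMM normalization, the filterByExpr filter, robust quasi-likelihood dispersions and the quasi-likelihood F test. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a comparison, and a gene was called at an adjusted p under 0.05. The number of calls with an absolute log2 fold change of at least 1 is given beside it. There were 5790 genes tested in the sense table, and 3741 antisense and 4599 K. lactis genes. Antisense counts were scaled with the library sizes and TMM factors of the sense table, since both came from the same libraries. CPM values are counts scaled by the TMM-adjusted sense total, as edgeR's cpm function gives them. Counts of 3 or fewer in every library of a group were treated as the floor, and folds against such a group are lower bounds.

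Each mutant was compared with the wild type of the same tag status. Tagged and untagged strains were compared within the wild type and within the RAD6 deletion, and the difference between those contrasts was tested as an interaction. The substitution mutants were also compared with the RAD6 deletion and with each other. Values measured once per library were compared with exact two-sided permutation tests of 3 against 3, which cannot give a p below 0.1. These values were the log2 ratio of S. cerevisiae sense counts to K. lactis counts and the antisense counts as a percentage of the sense and antisense counts. Both were adjusted by the Benjamini-Hochberg method over the 7 comparisons of each kind. Fold changes of pairs of mutants were correlated across genes, and the correlation made by a shared wild type alone was measured in 20 simulations that drew genes independently.

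Gene sets were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 24 tests. The sets were 389 genes within 30 kb of a chromosome end in R64, 16 genes of the phosphate regulon, 14 DNA damage genes and 137 genes of ribosomal proteins. A list of 12 genes of the H2B ubiquitylation pathway was counted and not tested as a set. The comparisons, tests, sets and lists were fixed before the data were examined, and so was the rule for naming genes. It covered RAD6, RTF1, the H2B genes, the auxotrophic marker genes, the neighbours of RAD6 and RTF1, and ARG1, PHO84, SER3, PTR2, DAL5, OPT2 and CUP9. It added, for each mutant, the 2 largest rises and the 2 largest falls on the sense strand among called genes with a mean of at least 10 CPM in the higher group and no overlap between the libraries. On the antisense strand it added the largest rise and the largest fall at a mean of at least 2 CPM. It also took the 2 genes in each direction with the smallest largest p-value among those called in all 6 mutants. Other genes named were chosen after their values were seen.

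The procedure was tested on simulated counts with 200 changed genes. On the sense strand, 78% of the genes changed by 2-fold and 45% of those changed by 1.5-fold were recovered among 5731 genes tested, with 4 false calls among 127. On the antisense strand 30% and 7% were recovered among 3582 genes, with 1 false call among 38. In K. lactis 84% and 48% were recovered among 4578 genes, with 6 false calls among 138. No gene was called in the group that had not been changed. Camera called 20 of 20 simulated sets of 40 genes moved by a log2 of 0.3, and 0 unchanged sets. Genes were drawn independently, so these simulations cannot show how camera behaves when the genes of a set are correlated.

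Replicate numbers in the titles were shared by all groups, but the labels do not say whether libraries with the same number were grown or processed together. Each library's deviation from its group mean was therefore correlated between libraries of the same number. In 3 sense comparisons all 3 correlations were above 0.1: the tagged RAD6 deletion against its wild type (0.188, 0.517 and 0.479), rad6-R6Q against its wild type (0.267, 0.422 and 0.389) and rad6-R6Q against the tagged RAD6 deletion (0.172, 0.409 and 0.371). The same held on the antisense strand for the untagged RAD6 deletion (0.377, 0.245 and 0.699) and H2B-K123R (0.190, 0.214 and 0.479) against their wild type, and in K. lactis for rad6-R6Q (0.124, 0.286 and 0.216). In the other comparisons made here at least 1 of the 3 correlations was not above 0.1, so the numbers were not taken to pair the libraries. The model had no block, and a block by replicate number was an alternative.

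Alternatives were DESeq2 size factors, the DESeq2 Wald test, scaling to total K. lactis counts, no filter, at least 10 counts in every library, a replicate block, the compared groups alone, the unstranded table, other correlations, set tests and set limits, and leaving out each library in turn. A covariate from the K. lactis counts, the removal of overlapping genes on the antisense strand, and leaving out libraries for the similarity, the sense and antisense relation, the K. lactis genes and the gene sets were added after seeing the data. The K. lactis covariate was the score of each library on the first component of within-group variation of K. lactis genes, differences between groups included. It replaced a first form without those differences after the calls of that form had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No library was left out of the reported values.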

Results

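Strand-specific RNA sequencing was done on 24 libraries of Saccharomyces cerevisiae strains in which the ubiquitin-conjugating enzyme Rad6, the Paf1 complex subunit Rtf1 or the ubiquitylated lysine of histone H2B was altered. Each of 8 groups had 3 libraries: WT untagged, WT tagged, rad6Δ untagged, rad6Δ tagged, H2B-K123R, rad6-R6A,M10A, rad6-R6Q, and rtf1-108-110AAA, called rtf1-AAA below. The last 3 substitution mutants carried the same tags on Rtf1 and Rad6 as WT tagged, and the rad6Δ tagged strain carried the Rtf1 tag alone. Cells of Kluyveromyces lactis were added to each culture before RNA extraction, so that counts could also be scaled to another species. The comparisons ask how far N-terminal substitutions in Rad6 and a substitution in Rtf1 share the expression changes of strains that lack Rad6 or the H2B lysine.

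Total sense counts of the 3 libraries, in replicate order, were 8895051, 9356243 and 8849324 in WT untagged, 8162414, 8366927 and 8650510 in WT tagged, 7455038, 8547645 and 9276519 in rad6Δ untagged, and 7588178, 7227245 and 7451375 in rad6Δ tagged. They were 8721731, 8312463 and 7913459 in H2B-K123R, 7396337, 7998331 and 9798353 in rtf1-AAA, 9329545, 10782960 and 10191068 in rad6-R6Q, and 9133430, 8416597 and 8854193 in rad6-R6A,M10A. K. lactis counts were 12.3 to 14.9% of the counts of both species in a library. Antisense totals were 411344 to 611282 counts per library, so antisense values rest on far fewer counts than sense values. On simulated data of this depth, 78% of the genes changed by 2-fold were called on the sense strand and 30% on the antisense strand.

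The deleted gene was examined first. RAD6 (YGL058W, chromosome VII 393986 to 394504, R64) had 0, 1 and 1 sense counts in rad6Δ tagged and 0, 0 and 0 in rad6Δ untagged. It had 357, 467 and 362 counts in WT tagged (49.7 ± 6.12 CPM; SD, n = 3) and 413, 533 and 446 in WT untagged (55.8 ± 5.88 CPM; SD, n = 3). RAD6 was at least 134-fold lower in rad6Δ tagged and at least 166-fold lower in rad6Δ untagged than in the matched wild type. The remaining strains had 613, 609 and 582 counts in H2B-K123R (69.3 ± 1.57 CPM), 1011, 1587 and 1153 in rad6-R6Q (126 ± 18.3 CPM), 1322, 1231 and 1420 in rad6-R6A,M10A (151 ± 9.87 CPM) and 476, 748 and 1320 in rtf1-AAA (98.8 ± 31.9 CPM; SD, n = 3 each). RTF1 (YGL244W, VII 41498 to 43174) separated tagged from untagged wild-type libraries, with 115 ± 7.58 CPM in WT tagged and 62 ± 6.25 CPM in WT untagged (SD, n = 3; log2 difference 0.89, edgeR adjusted p 0.0058). It was higher than in WT tagged in rad6Δ tagged, rtf1-AAA, rad6-R6Q and rad6-R6A,M10A, by log2 0.53, 0.44, 0.67 and 0.55. HIS3 had 0 counts in all 24 libraries.

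The neighbours of RAD6 changed in strains that kept the gene as well as in those that lacked it. PKP2 (YGL059W, VII 392223 to 393698) rose in all 6 mutants, by log2 0.73 to 1.03, from 31.4 ± 3.85 CPM in WT tagged to 52.1 ± 3.31 CPM in rad6Δ tagged (SD, n = 3; edgeR adjusted p 1.2e-05). GEP7 (YGL057C, VII 394966 to 395829) fell by log2 0.48 to 0.76 in the 5 mutants other than H2B-K123R, where it was not called (log2 −0.29, adjusted p 0.0966). TAD1 beside RTF1 (YGL243W, VII 43307 to 44509) fell in all 6 mutants by log2 0.46 to 1.05, with the limit that it overlaps a gene on the other strand. GUS1, on the other side of RTF1, was called in none of the 6. Of the H2B genes, HTB2 (YBL002W) fell in all 6, by log2 0.79 in rad6Δ tagged, 1.20 in rad6Δ untagged, 0.51 in H2B-K123R, 0.66 in rtf1-AAA, 0.92 in rad6-R6Q and 0.75 in rad6-R6A,M10A. HTB1 was low in all groups, at 10.2 CPM in WT untagged, 4.07 in rad6Δ untagged and 8.28 in H2B-K123R. It was at 8.82 CPM in WT tagged, 8.17 in rad6Δ tagged, 5.45 in rtf1-AAA, 4.59 in rad6-R6Q and 5.04 in rad6-R6A,M10A.

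On the sense strand, 5790 genes were tested in each comparison with edgeR, and counts of calls are those at a Benjamini-Hochberg adjusted p under 0.05 within the comparison, 3 libraries against 3. In rad6Δ tagged against WT tagged, 2413 genes were called, 1244 risen and 1169 fallen, 475 of them by at least 2-fold. With the K. lactis covariate the count was 3112, and 3123 with a first form of that covariate that was set aside. In rad6Δ untagged against WT untagged, 2476 genes were called, 1291 risen and 1185 fallen, 542 by at least 2-fold. H2B-K123R had 1521 calls against WT untagged (809 risen, 712 fallen, 342 by at least 2-fold). Against WT tagged, rtf1-AAA had 1419 calls (690 risen, 729 fallen, 184 by at least 2-fold), rad6-R6Q 1685 (843 risen, 842 fallen, 248 by at least 2-fold) and rad6-R6A,M10A 1459 (695 risen, 764 fallen, 213 by at least 2-fold). With only the compared groups in the model, rtf1-AAA had 802 calls and rad6-R6Q 842.

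These directions are relative to the bulk of S. cerevisiae RNA. Scaled to K. lactis counts, the median log2 fold change of all genes moved to 0.33 in rad6Δ tagged, 0.24 in rad6Δ untagged, 0.04 in H2B-K123R, 0.24 in rtf1-AAA, 0.17 in rad6-R6Q and 0.26 in rad6-R6A,M10A, and most calls became rises. The risen and fallen genes were then 2337 and 473 in rad6Δ tagged, 2067 and 573 in rad6Δ untagged, 927 and 479 in H2B-K123R, 1576 and 244 in rtf1-AAA, 1498 and 344 in rad6-R6Q, and 1745 and 219 in rad6-R6A,M10A. Fold changes below are from TMM scaling, that is, relative to these shifts. The ratio of S. cerevisiae to K. lactis counts is itself 1 value per library. The log2 ratio was 2.60 ± 0.07 in WT tagged, 2.69 ± 0.08 in WT untagged, 2.70 ± 0.06 in rad6Δ tagged, 2.71 ± 0.04 in rad6Δ untagged, 2.56 ± 0.05 in H2B-K123R, 2.79 ± 0.04 in rtf1-AAA, 2.75 ± 0.02 in rad6-R6Q and 2.80 ± 0.05 in rad6-R6A,M10A (SD, n = 3 each). The differences from the matched wild type were 0.10 in rad6Δ tagged, 0.02 in rad6Δ untagged, −0.13 in H2B-K123R, 0.19 in rtf1-AAA, 0.15 in rad6-R6Q and 0.20 in rad6-R6A,M10A, and WT tagged was 0.09 lower than WT untagged. In exact two-sided permutation tests the p was 0.1, the smallest possible with 3 against 3, in the 3 tagged substitution mutants, 0.9 in rad6Δ untagged and 0.2 in the other 3 comparisons. The Benjamini-Hochberg value over the 7 comparisons was 0.9 in rad6Δ untagged and 0.233 in the others. With 3 against 3 no difference could pass 0.05, so these tests cannot decide whether the ratio differed. In the 3 tagged substitution mutants every library lay above every WT tagged library. Median-of-ratios factors moved the ratio most, to a difference of 0.128 in rad6Δ untagged. The difference in rad6Δ untagged changed sign without rad6Δ untagged replicate 3 (−0.000948) and without WT untagged replicate 3 (−0.0184), and was 0.0599 without WT untagged replicate 2 and 0.0356 without rad6Δ untagged replicate 1. That in rad6Δ tagged was 0.0651 without WT tagged replicate 3, and that of the tags in wild type was −0.0543 without WT tagged replicate 3 and −0.0519 without WT untagged replicate 2.

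**Figure D1:**
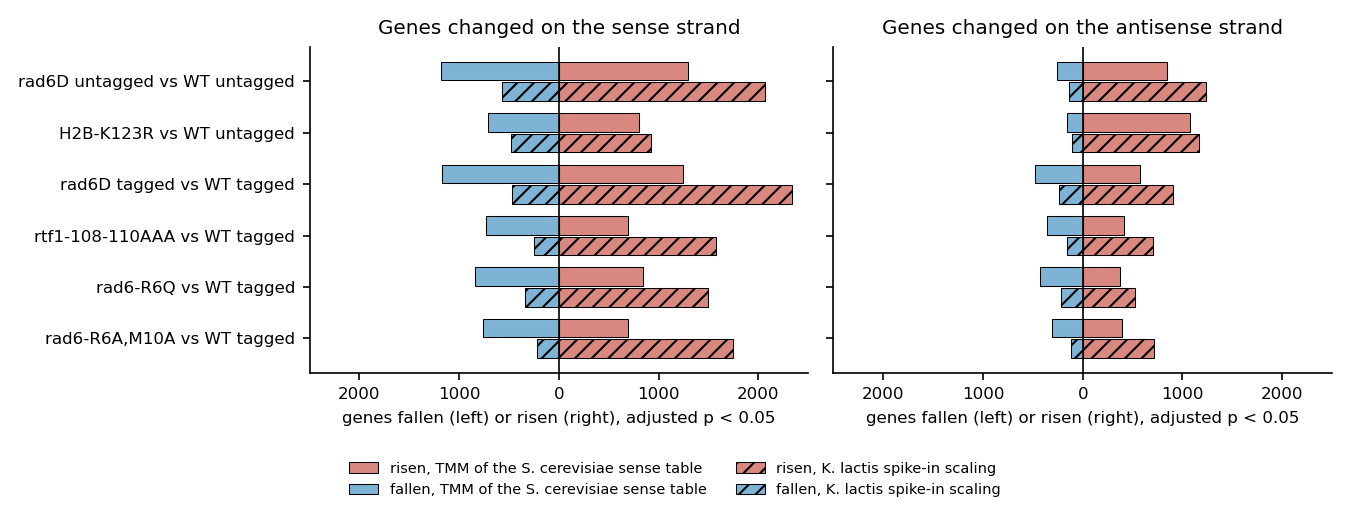
Bars give the number of genes called risen (right) and fallen (left) at an adjusted p under 0.05 in each of the 6 mutants against the matched wild type, for the sense and the antisense strand, with TMM scaling and with scaling to K. lactis counts. With TMM scaling 2413 sense genes were called in rad6Δ tagged, near evenly up and down, and with K. lactis scaling rises outnumbered falls in all 6 mutants on both strands.

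WT tagged differed from WT untagged at 39 genes (20 risen, 19 fallen, 16 by at least 2-fold). The split was 13 and 19 with K. lactis scaling, 39 and 24 with unstranded counts and 22 and 34 with only the compared groups. The count fell to 12 without WT tagged replicate 3, to 14 without WT untagged replicate 1, to 21 without WT untagged replicate 3 and to 25 without WT tagged replicate 1. Within rad6Δ, 12 genes were higher in the tagged strain and 0 were lower (249 genes at an unadjusted p under 0.05), RTF1 among them (log2 0.99, adjusted p 0.0083). That count was 0 without rad6Δ untagged replicate 3, 1 without rad6Δ tagged replicate 2, 2 without rad6Δ untagged replicate 2 and 3 without rad6Δ untagged replicate 1. The effect of RAD6 deletion differed between tagged and untagged strains at 16 genes (13 higher and 3 lower in the tagged strains). With K. lactis scaling the split was 10 and 0. The count was 0 in each of 5 fits without 1 library, namely rad6Δ untagged replicate 2, rad6Δ untagged replicate 3, rad6Δ tagged replicate 2, WT untagged replicate 1 and WT tagged replicate 3, where 537 genes of the full fit had an unadjusted p under 0.05. It was 4 without rad6Δ untagged replicate 1, 5 without rad6Δ tagged replicate 3 or WT tagged replicate 1, and 8 without WT untagged replicate 3.

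The 6 mutants shared calls. On the sense strand 278 genes rose in all 6 and 288 fell in all 6, of 3678 called in at least 1, and 58 were called in opposite directions in different mutants. In the 3 tagged substitution mutants and H2B-K123R, 299 genes rose and 315 fell in all 4 strains. Fold changes were correlated across the 5790 genes for each of 15 pairs, and genes are not independent replicates. Pairs without a shared wild type gave a Pearson r of 0.82 for rad6Δ tagged and rad6Δ untagged, 0.70 for rad6Δ tagged and H2B-K123R, 0.60, 0.68 and 0.66 for rad6Δ untagged with rtf1-AAA, rad6-R6Q and rad6-R6A,M10A, and 0.58, 0.69 and 0.70 for H2B-K123R with the same 3 mutants. Spearman's rho differed most for H2B-K123R and rad6-R6A,M10A, at 0.604, and was 0.62 for H2B-K123R and rad6-R6Q. Pairs with a shared wild type reached 0.82 for rad6Δ untagged and H2B-K123R, 0.75, 0.74 and 0.82 for rad6Δ tagged with rtf1-AAA, rad6-R6Q and rad6-R6A,M10A, 0.84 and 0.87 for rtf1-AAA with rad6-R6Q and rad6-R6A,M10A, and 0.87 for rad6-R6Q and rad6-R6A,M10A. A shared wild type alone gave r 0.495 in simulations with no mutant effect (0.460 to 0.526 over 20), and 66.3% of genes with the same sign. Of the genes called in both members of a pair, 97.8 to 100% had the same sign. In pairs without a shared wild type it was 97.8 to 99.7%. In the other pairs a shared wild type may add to the agreement, and its share among genes called in both was not simulated.

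**Figure D2:**
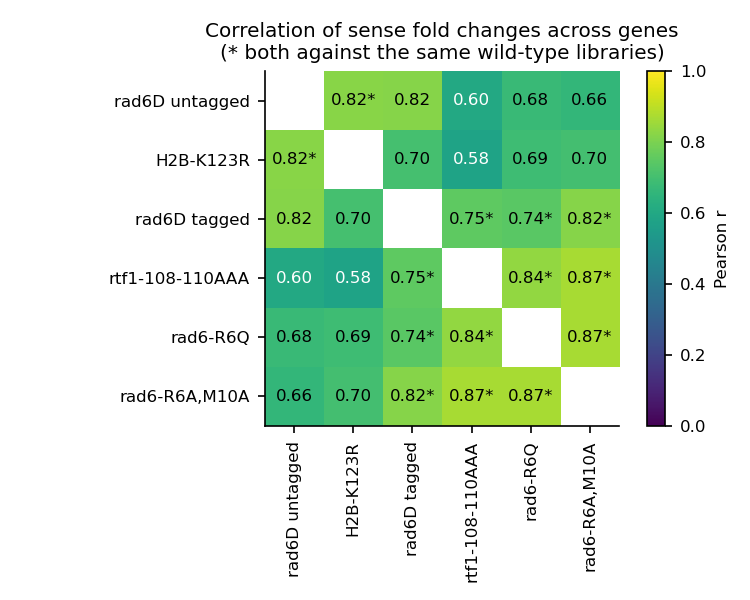
The colour and number of each cell give the Pearson r of log2 fold changes across 5790 genes for a pair of mutants, and a star marks pairs compared with the same wild-type libraries. Values run from 0.58 for H2B-K123R and rtf1-AAA to 0.87, and a shared wild type alone gave 0.495.

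Direct comparisons asked whether the substitution mutants differed from the strains without Rad6. Against rad6Δ tagged, 951 genes were called in rad6-R6Q (475 higher, 476 lower), 495 in rad6-R6A,M10A (215 higher, 280 lower) and 830 in rtf1-AAA (373 higher, 457 lower). Against rad6Δ untagged, 609 were called in H2B-K123R (304 higher, 305 lower). With K. lactis scaling more genes were lower than higher in all 4: 241 higher and 721 lower in rad6-R6Q, 142 and 299 in rad6-R6A,M10A, 251 and 552 in rtf1-AAA, and 160 and 1032 in H2B-K123R. With only the compared groups rad6-R6Q had 209 higher and 130 lower. Single libraries moved these counts by over 1.5 times. The count for rad6-R6Q was 531 without rad6-R6Q replicate 1, 571 without rad6Δ tagged replicate 2 and 585 without rad6Δ tagged replicate 1. For rad6-R6A,M10A it was 261 without rad6-R6A,M10A replicate 2, 275 and 294 without rad6Δ tagged replicates 1 and 3, and 310 without rad6-R6A,M10A replicate 3. For rtf1-AAA it was 532 without rad6Δ tagged replicate 1. For H2B-K123R it was 337 without H2B-K123R replicate 2 and 353 without either of rad6Δ untagged replicates 2 and 3.

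The tagged substitution mutants were compared with each other in 2 of the 3 possible pairs, and rtf1-AAA was not compared with rad6-R6Q. Between rad6-R6Q and rad6-R6A,M10A 2 genes were called, and 627 had an unadjusted p under 0.05. Both were lower in rad6-R6Q: COS8 (YHL048W, VIII 6401 to 7546; 27.8 ± 6.53 against 84.1 ± 3.00 CPM, log2 −1.60, adjusted p 0.00219), which has a near-identical copy, and IMD2 (YHR216W, VIII 554396 to 555967; 57.2 ± 13.1 against 107 ± 6.42 CPM, log2 −0.90, adjusted p 0.0211; SD, n = 3). Without rad6-R6Q replicate 2 the count was 211, without rad6-R6Q replicate 1 or 3 it was 0, and without rad6-R6A,M10A replicate 1 or 2 it was 1. Between rtf1-AAA and rad6-R6A,M10A 4 genes were called, with 285 at an unadjusted p under 0.05. NQM1 (log2 −1.33, adjusted p 0.00267), STL1 (−2.67, 0.0210) and RTA1 (−1.39, 0.0210) were lower in rtf1-AAA and DPC13 (0.63, 0.0210) was higher, and of these STL1 alone overlaps no gene on the other strand. With K. lactis scaling 3 genes were lower and 0 higher, and with the DESeq2 Wald test 6 were lower and 1 higher. The count was 1 without rtf1-AAA replicate 1 or 3 or rad6-R6A,M10A replicate 2 or 3, and 2 without rad6-R6A,M10A replicate 1. All 6 of these genes were chosen after their values were seen.

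Among the genes called in all 6 mutants, those named by the preset rule were ARG1 and YNR064C, which rose, and SST2 and YNL040W, which fell. ARG1 (YOL058W, XV 219211 to 220473) was at 45.1 ± 5.37 CPM in WT tagged and 57.3 ± 5.30 CPM in WT untagged. It rose to 1288 ± 134 CPM in rad6Δ tagged (log2 4.83, edgeR adjusted p 1.2e-17), 1148 ± 92.9 in rad6Δ untagged (4.32, 7.6e-17), 484 ± 16 in H2B-K123R (3.08, 3.9e-14), 864 ± 70.9 in rtf1-AAA (4.26, 1.1e-16), 921 ± 89.3 in rad6-R6Q (4.35, 7.5e-17) and 791 ± 76.1 in rad6-R6A,M10A (4.13, 1.9e-16; SD, n = 3 each). YNR064C (XIV 749136 to 750008) was at 3.24 ± 0.264 CPM in WT tagged and rose by log2 3.99 to 4.37. SST2 (YLR452C, XII 1039270 to 1041366), at 672 ± 57.6 CPM in WT tagged, fell by log2 3.04 in rad6Δ tagged and 2.72 in rad6Δ untagged, and by 1.33 to 1.57 in the other 4. YNL040W (XIV 553380 to 554750), at 73.5 ± 11.6 CPM in WT tagged, fell by log2 1.25 to 1.46. SER3 (YER081W, V 322686 to 324095), which overlaps a gene on the other strand, rose in all 6 by log2 0.72 to 1.53, and OPT2 (YPR194C, XVI 924304 to 926937) by log2 1.09 in rad6Δ tagged, 0.89 in rad6Δ untagged and 2.18 to 2.39 in the other 4.

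Of the other preset genes, PTR2 was far lower in rad6Δ than in every substitution mutant. A call in some mutants alone, as for CUP9 and PHO84, does not show a difference between mutants. PTR2 (YKR093W, XI 615730 to 617535) fell from 162 ± 10.2 CPM in WT tagged to 6.12 ± 1.04 in rad6Δ tagged (log2 −4.72, adjusted p 2.8e-15) and from 156 ± 17.2 in WT untagged to 5.64 ± 1.31 in rad6Δ untagged (log2 −4.80, adjusted p 2.5e-15; SD, n = 3). It was not called in H2B-K123R (log2 −0.14, adjusted p 0.50), rtf1-AAA (−0.10, 0.66) or rad6-R6Q (−0.29, 0.12), and fell by log2 0.51 in rad6-R6A,M10A (adjusted p 0.0083). With K. lactis scaling its change in rtf1-AAA was 0.14. CUP9 (YPL177C) fell in rad6Δ tagged (log2 −0.90, adjusted p 0.0021) and rad6Δ untagged (−1.37, 2.2e-05) and was called in no other mutant. DAL5 was called in none (log2 −0.13 to 0.11). PHO84 (YML123C, XIII 24037 to 25800) fell by log2 6.11 in rad6Δ untagged, from 282 ± 128 to 4.01 ± 1.23 CPM (adjusted p 7.3e-07), by 1.90 in H2B-K123R (0.00908), and by 2.52 in rad6Δ tagged (0.00433), where WT tagged was at 22.6 ± 19.5 CPM. In rtf1-AAA it was not called, and its log2 change of 0.18 was −0.23 with unstranded counts, −0.16 without WT tagged replicate 2 and −0.10 without WT tagged replicate 3. It was not called in rad6-R6Q (42.0 ± 14.2 CPM, log2 0.89, adjusted p 0.218) or rad6-R6A,M10A (52.5 ± 28.9 CPM, log2 1.22, adjusted p 0.0972), but was called risen in both with the replicate block (log2 1.03 and 1.29) and without WT tagged replicate 1 (1.84 and 2.17), and in rad6-R6A,M10A with K. lactis scaling (1.52).

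**Figure D3:**
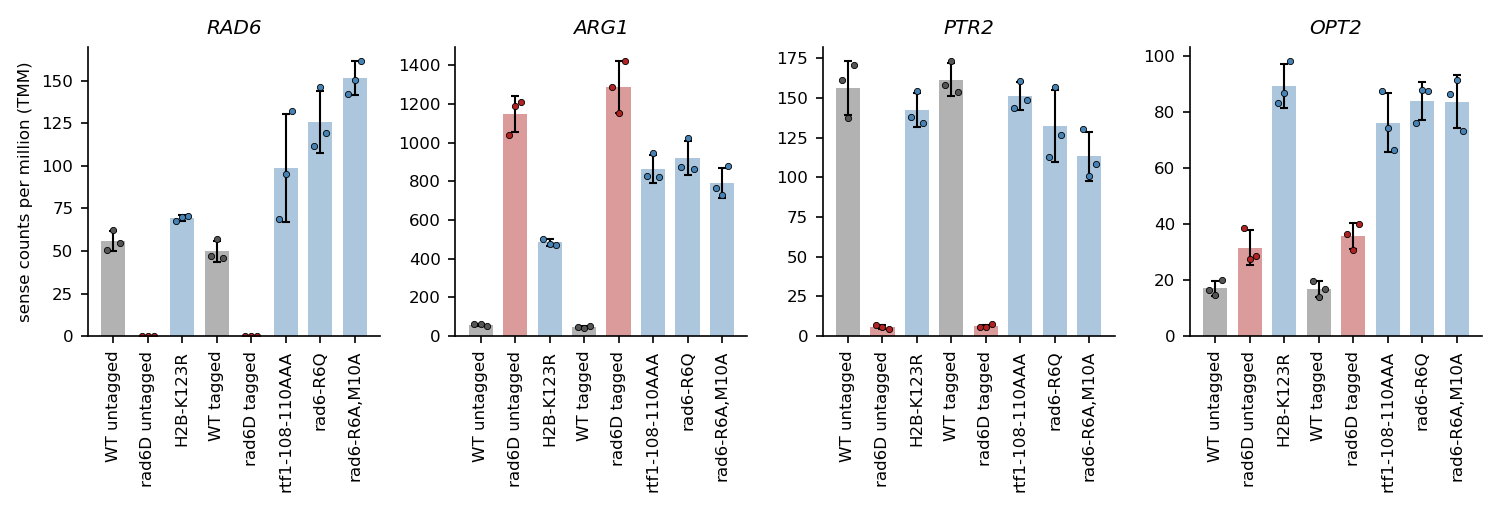
Points give CPM of RAD6, ARG1, PTR2 and OPT2 in each of the 24 libraries, with group means as bars and SD as error bars (n = 3). ARG1 was higher in every mutant library than in every wild-type library, and PTR2 was low in the 6 rad6Δ libraries alone.

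The largest sense changes by the preset rule, besides those above, were as follows. In rad6Δ tagged PRM1 (YNL279W) fell from 66.9 ± 10.3 to 4.13 ± 0.683 CPM (log2 −4.01, adjusted p 3.3e-13). SNO1 (YMR095C), which overlaps a gene on the other strand, rose by log2 4.60 in rad6Δ untagged, 5.65 in H2B-K123R, 4.17 in rad6-R6Q and 4.39 in rad6-R6A,M10A. In rad6Δ untagged PHO12 (YHR215W), which has a near-identical copy, fell (log2 −4.94). In H2B-K123R STL1 (YDR536W) was at least 34.6-fold higher than in WT untagged, where it had 1 count per library, and PHO12 and its copy PHO11 fell (log2 −2.36 and −1.91). ARA2 and GRX4, which overlap genes on the other strand, fell in rtf1-AAA (log2 −1.77 and −1.67). In rad6-R6Q COS8 (log2 −2.00) and AGA1 (YNR044W; −1.90) fell, and in rad6-R6A,M10A AGA1 (−2.08) and MFA1 (YDR461W; −1.75), which overlaps a gene on the other strand.

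Ribosomal protein genes were lower in all 6 mutants. The median log2 fold change of the 137 genes was −0.55 in rad6Δ tagged, −0.59 in rad6Δ untagged, −0.34 in H2B-K123R, −0.15 in rtf1-AAA, −0.25 in rad6-R6Q and −0.22 in rad6-R6A,M10A, and with K. lactis scaling it flipped to 0.0976 in rtf1-AAA and 0.0387 in rad6-R6A,M10A, both below the shift of all genes. The other medians with that scaling were −0.235 in rad6Δ tagged, −0.359 in rad6Δ untagged, −0.293 in H2B-K123R and −0.0566 in rad6-R6Q. Camera gave p-values, adjusted over 24 set tests, of 4.7e-18, 1.5e-21, 6.4e-13, 0.0013, 1.8e-05 and 2.3e-05 in the same order of mutants. All 6 calls held under fry and none under camera with an estimated correlation, which gave 0.0700 to 0.461. The preset correlation therefore overstates the evidence, and of the 10 splits of the libraries, the real one included, 2 gave as small a p in rad6Δ untagged, 3 in rtf1-AAA, 3 in rad6-R6Q and 5 in rad6-R6A,M10A. Single genes of the set were called fallen 102, 109, 46, 14, 27 and 25 times, and 0, 0, 0, 2, 3 and 2 were called risen. With only the compared groups 115, 128, 80, 1, 7 and 22 were called fallen in the same order. With the K. lactis covariate 113, 124, 91, 38, 52 and 53 were called fallen. With K. lactis scaling 51, 66, 35, 1, 3 and 3 were called fallen and 2, 1, 0, 8, 6 and 6 risen, so that rises outnumbered falls in rtf1-AAA, rad6-R6Q and rad6-R6A,M10A. The fallen genes were 30 in H2B-K123R without its replicate 3. In rtf1-AAA they were 5 without its replicate 2 and 8 without WT tagged replicate 1, in rad6-R6Q 16 without its replicate 1 and 14 without WT tagged replicate 1, and in rad6-R6A,M10A 6 without its replicate 1, 12 without WT tagged replicate 1 and 10 without WT tagged replicate 3. The risen genes were 1 in rtf1-AAA without its replicate 2 and in rad6-R6A,M10A without its replicate 2 or 3, and 1 in both without WT tagged replicate 2 or 3. Adjusted over the list alone, 104, 116, 57, 5, 24 and 17 genes were called. Of the 137 genes, 53 have a near-identical copy.

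The 16 genes of the phosphate regulon were lower in rad6Δ untagged (median log2 −1.97, 15 fallen, camera adjusted p 4.4e-08) and in H2B-K123R (−0.88, 11 fallen, 1.6e-05), both against WT untagged. Both calls held under fry and neither under an estimated correlation (0.254 and 0.284). They were not called in rad6Δ tagged (−0.09, which flipped to 0.219 with K. lactis scaling, below the shift of all genes of 0.33; 0.558), rtf1-AAA (0.16, 0.575), rad6-R6Q (0.47, 0.0512) or rad6-R6A,M10A (0.43, 0.0512). With the replicate block 8 genes of the set were called in rad6Δ tagged, where 3 were called without it, and the values for rad6-R6Q and rad6-R6A,M10A were 0.00536 and 0.00939, and without WT tagged replicate 1 they were 0.00875 and 0.00962. Without its own replicate 2 or 3 the value was 0.0224 or 0.0287 in rad6-R6Q and 0.0333 or 0.0236 in rad6-R6A,M10A. Over the alternatives with all libraries it ran up to 0.598 in both. In rtf1-AAA without its replicate 1 the direction of camera reversed, at an adjusted p of 0.993, while the median log2 stayed positive (0.11). Adjusted over the list alone, 3, 15, 14, 1, 7 and 4 of the genes were called in rad6Δ tagged, rad6Δ untagged, H2B-K123R, rtf1-AAA, rad6-R6Q and rad6-R6A,M10A. These differences between tagged and untagged strains are mirrored in the wild types, where 12 of the 16 genes were called lower in WT tagged than in WT untagged (median log2 −1.91). Without WT tagged replicate 3, 6 were called there, and 13 without WT tagged replicate 1. In H2B-K123R 6 were called without WT untagged replicate 1, and 12 without WT untagged replicate 2.

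**Figure D4:**
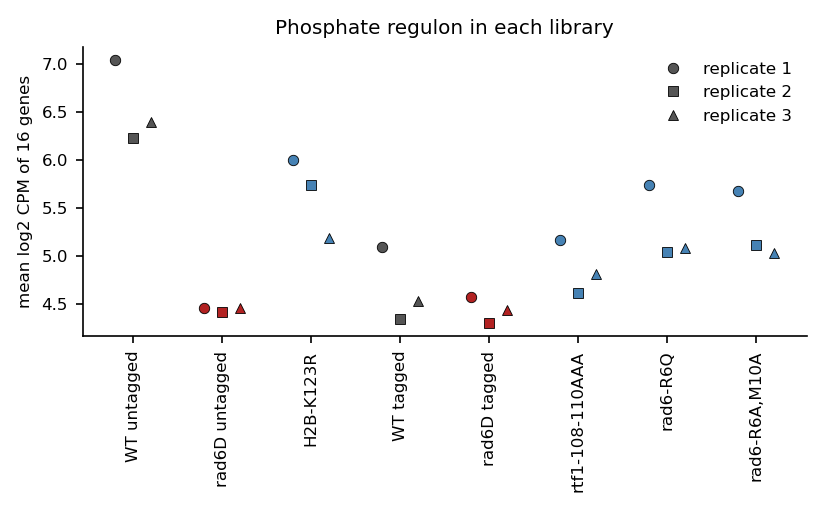
Points give the mean log2 CPM of the 16 phosphate regulon genes in each library, with symbols for the replicate number, by group. WT untagged lay highest, at 6.55 ± 0.43 (SD, n = 3), and rad6Δ tagged and untagged lowest, at 4.44 and 4.45.

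The 14 DNA damage genes rose in rad6Δ tagged (median log2 0.45, camera adjusted p 0.0453), a call that held under fry and not under an estimated correlation (0.254), nor with at least 10 counts in every library (0.0706), and it was 0.0547 without rad6Δ tagged replicate 1 and 0.0548 without WT tagged replicate 3. They were not called in rad6Δ untagged (0.35, 0.0512; 0.0484 without its replicate 3 and 0.0417 without WT untagged replicate 1), H2B-K123R (−0.11, 0.681), rtf1-AAA (−0.06, 0.347), rad6-R6Q (−0.18, 0.389) or rad6-R6A,M10A (0.01, 0.551). Adjusted over the list alone, 9, 9, 6, 8, 6 and 4 were called in the 6 mutants in that order, rad6Δ tagged first. The telomere-proximal genes, 282 of them tested, were called as a set in none of the 6, with adjusted p 0.0512 in H2B-K123R (median log2 0.08) and rtf1-AAA (−0.15) and 0.347 to 0.681 in the others. Within 20 kb of an end the adjusted p was 0.0407 in H2B-K123R and 0.00311 in rtf1-AAA. In H2B-K123R it was 0.0151 without its replicate 3, 0.0278 without WT untagged replicate 1 and 0.0499 without WT untagged replicate 3, and in rtf1-AAA 0.0492 without its replicate 2. Adjusted over the list alone, 124, 119, 104, 98, 112 and 101 telomere-proximal genes were called. Among 12 genes of the H2B ubiquitylation pathway, 6, 2, 3, 5, 7 and 4 were called adjusted over the list alone, and 3, 2, 1, 4, 5 and 3 were called risen and 3, 2, 2, 1, 1 and 1 fallen over all genes.

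On the antisense strand 3741 genes were tested in each comparison. In rad6Δ tagged 1056 were called (573 risen, 483 fallen, 651 by at least 2-fold), in rad6Δ untagged 1103 (850 and 253, 718), in H2B-K123R 1235 (1079 and 156, 870), in rtf1-AAA 764 (410 and 354, 459), in rad6-R6Q 803 (372 and 431, 463) and in rad6-R6A,M10A 701 (392 and 309, 411). Requiring at least 10 counts in every library moved these counts most, to 497 in H2B-K123R, and made falls outnumber rises in rad6Δ tagged (212 and 390), rtf1-AAA (141 and 303), rad6-R6Q (155 and 354) and rad6-R6A,M10A (135 and 284). In rad6Δ untagged and H2B-K123R that filter gave 333 and 215, and 366 and 131. TMM factors of the antisense table gave 528 risen and 464 fallen in rad6Δ untagged and 628 and 466 in H2B-K123R, and in rad6-R6Q rises then outnumbered falls (430 and 345). With only the compared groups falls outnumbered rises in rad6Δ tagged (490 and 549), rtf1-AAA (245 and 291) and rad6-R6A,M10A (322 and 369). Scaling to K. lactis gave 907 and 235 in rad6Δ tagged, 1240 and 136 in rad6Δ untagged, 702 and 160 in rtf1-AAA, 528 and 215 in rad6-R6Q, and 713 and 113 in rad6-R6A,M10A, with median shifts of 0.40, 0.54, 0.35, 0.07 and 0.27. WT tagged differed from WT untagged at 194 genes (176 risen, 18 fallen), or at 84 with TMM factors of the antisense table (52 and 32). Without WT untagged replicate 2 it was 66, without WT untagged replicate 1 95, and without WT tagged replicates 1, 2 and 3 it was 103, 112 and 117.

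Antisense reads over PTR2 rose in rad6Δ tagged from 0.379 ± 0.437 to 21.4 ± 3.04 CPM (log2 5.77, adjusted p 2.4e-13; SD, n = 3), while those over RIF2 (YLR453C, XII 1041799 to 1042986) fell from 20.4 ± 1.44 to 1.24 ± 0.464 CPM (log2 −4.03, adjusted p 2.3e-12). RIF2 antisense fell by log2 2.88 in rad6Δ untagged. CLN3 antisense (YAL040C, I 65778 to 67520) was at least 10.2-fold higher in rad6Δ untagged and at least 7.93-fold higher in H2B-K123R than in WT untagged, which had 0, 0 and 1 counts. CLD1 antisense fell in H2B-K123R (log2 −2.24). CTF13 antisense, in a gene that overlaps another, rose by log2 3.90 in rtf1-AAA and 4.09 in rad6-R6Q, where GVP36 and ATP3 antisense fell (log2 −2.41 and −2.86). In rad6-R6A,M10A ESL2 antisense was at least 5.76-fold higher and PPN2 antisense fell (log2 −2.41).

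Genes that overlap a gene on the other strand held 83.9% of the antisense counts, so the total antisense share mostly reflects them. This share of all S. cerevisiae counts differed from the matched wild type by at most 0.258 points. It was 5.64 ± 0.0833% in WT tagged, 5.52 ± 0.126% in WT untagged, 5.41 ± 0.164% in rad6Δ tagged, 5.42 ± 0.0601% in rad6Δ untagged, 5.68 ± 0.0898% in H2B-K123R, 5.53 ± 0.253% in rtf1-AAA, 5.39 ± 0.105% in rad6-R6Q and 5.47 ± 0.257% in rad6-R6A,M10A (SD, n = 3). The differences from the matched wild type were −0.237, −0.0966, 0.167, −0.118, −0.258 and −0.178 points in rad6Δ tagged, rad6Δ untagged, H2B-K123R, rtf1-AAA, rad6-R6Q and rad6-R6A,M10A, and 0.127 points for WT tagged against WT untagged. Exact permutation p-values were 0.1, 0.4, 0.2, 0.5, 0.1, 0.4 and 0.3, and 0.35 to 0.5 after adjustment over 7 comparisons. With 3 against 3 the smallest possible p is 0.1, so no difference could pass 0.05 and these tests cannot exclude a change. The sign depended on a few genes: without the 10 genes with most antisense counts the share was higher than in the wild type in rad6Δ tagged (0.266), rad6Δ untagged (0.436), H2B-K123R (0.540), rtf1-AAA (0.131) and rad6-R6A,M10A (0.0486), and lower in rad6-R6Q (−0.0280). The median share over genes was higher in all 6, by 0.947 points in H2B-K123R, from 0.912% in WT untagged to 1.86%. Single libraries moved these differences: that of rtf1-AAA was −0.000704 without its replicate 1, −0.252 without its replicate 3 and −0.0694 without WT tagged replicate 1, that of rad6Δ untagged −0.0239 without WT untagged replicate 3 and that of rad6-R6A,M10A −0.0423 without its replicate 1 and −0.298 without its replicate 3. That of the tags in wild type was 0.0792 without WT tagged replicate 1 and 0.2 without WT untagged replicate 3.

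Sense and antisense changes of the same gene were nearly unrelated. Spearman's rho across 3242 genes, which are not independent replicates, was −0.05 in rad6Δ tagged, −0.03 in rad6Δ untagged, −0.08 in H2B-K123R, −0.05 in rtf1-AAA, −0.14 in rad6-R6Q and −0.05 in rad6-R6A,M10A. With at least 10 counts in every library it was −0.160, −0.140, −0.157, −0.175, −0.207 and −0.1465 in the same order. The sign changed in rad6Δ tagged without rad6Δ tagged replicate 3 (0.00943) or WT tagged replicate 2 (0.00791), and in rad6Δ untagged without WT untagged replicate 1 (0.0288). At the other end it was −0.0615 in rad6Δ tagged without WT tagged replicate 3 and −0.100 in rad6Δ untagged without WT untagged replicate 3. In H2B-K123R it ran from −0.147 to −0.00890 (without WT untagged replicates 3 and 1), in rtf1-AAA from −0.133 to −0.00878 (without its replicates 3 and 1), in rad6-R6Q from −0.166 to −0.0982 (without its replicates 2 and 3), and in rad6-R6A,M10A from −0.0659 without its replicate 3 to −0.00577 without WT tagged replicate 2.

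Genes of the K. lactis spike-in were compared in the same way. K. lactis cells were mixed in at a fixed share before RNA extraction. Calls among their genes are therefore not read as effects of the S. cerevisiae genotypes. Reads assigned to the wrong species were not tested for. Of 4599 genes tested, 3 were called in rad6Δ tagged, 11 in rad6Δ untagged, 3 in H2B-K123R and 0 in rtf1-AAA, rad6-R6Q and rad6-R6A,M10A. At an unadjusted p under 0.05 there were 204, 283, 233, 104, 190 and 137. The DESeq2 Wald test moved them most, to 14, 21 and 16. Without 1 library the counts were 0 to 2, 2 to 11 and 1 to 4. The lowest was 0 in rad6Δ tagged without rad6Δ tagged replicate 2, WT tagged replicate 1 or WT tagged replicate 3, 2 in rad6Δ untagged without its replicate 1, and 1 in H2B-K123R without its replicate 1. In rad6Δ tagged it was 1 without its replicate 1 or 3, and in rad6Δ untagged 3 without WT untagged replicate 1, 6 without WT untagged replicate 2 and 7 without its replicate 3. The files do not pair K. lactis identifiers with gene names. In rad6Δ tagged KLLA0_E16303g rose (log2 0.88, edgeR adjusted p 0.0211) and 2 genes fell, among them KLLA0_F09812g (−0.48, 0.0495). In rad6Δ untagged all 11 called genes fell, among them KLLA0_B02002g (−0.78, 6.0e-05) and KLLA0_F09812g (−0.71, 6.8e-05). In H2B-K123R all 3 called genes fell, among them KLLA0_E07569g (−0.71, 6.9e-04) and KLLA0_F09812g (−0.57, 0.0046). These identifiers were chosen after their values were seen.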

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

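The tests for exchanged libraries and for a replicate batch were chosen only after the results were seen.

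The effect of deleting RAD6 differed between tagged and untagged strains, by a test of the difference itself, at 16 genes, and this difference between groups is what drew attention. Of 100 splits drawn, 1 gave as many calls, the real one, and the largest number in another split was 4. The splits redrew the tag labels within each genotype, which also removes any tag effect within a genotype. They therefore do not test the difference of the RAD6 effect alone. The count is fragile: it was 0 without rad6Δ untagged replicate 2, rad6Δ untagged replicate 3, rad6Δ tagged replicate 2, WT untagged replicate 1 or WT tagged replicate 3, and 21 without WT untagged replicate 2. At an unadjusted p under 0.05 there were 537 genes. Among the 16, all chosen after their values were seen, VTC1 (log2 2.72), PHM6 (2.52), PHO81 (1.43), VTC4 (1.23) and PHO5 (2.99) belong to the phosphate regulon, and PHO81 overlaps a gene on the other strand.

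As a set, the 16 phosphate regulon genes gave the same difference, with a median log2 of 1.92 and a fry p of 3.6e-04 over 12 libraries. The difference came from the wild types. WT tagged was lower than WT untagged by a median log2 of −1.91, while rad6Δ tagged and rad6Δ untagged differed by −0.02, with 0 genes called and a fry p of 0.95. Mean log2 CPM of the set was 6.55 ± 0.43 in WT untagged, 4.66 ± 0.39 in WT tagged, 4.44 ± 0.13 in rad6Δ tagged and 4.45 ± 0.02 in rad6Δ untagged (SD, n = 3 each).

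Several technical explanations are argued against by the tables. If single WT tagged and WT untagged libraries had been exchanged, RTF1 would not separate the groups, but the lowest WT tagged library lay 39.5 CPM above the highest WT untagged library. If the 2 wild type groups had been exchanged whole, RTF1 would change with the tag in opposite directions in wild type and in rad6Δ, but it was higher in the tagged strain in both (log2 0.89, adjusted p 0.00582, and 0.99, adjusted p 0.00827). This rests on the tag acting alike in both, and an exchange of both pairs would leave the same values. The main direction of variation in the K. lactis counts left a median of −1.93 when included as a covariate, and scaling to K. lactis counts left −1.96. No single library accounted for it, since the median closest to 0 when 1 library was left out was −1.42.

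A batch that follows the replicate number may contribute to the level of these genes. Replicate 1 had the highest value in 7 of the 8 groups, where chance would give as many with probability 0.0078. It varies within groups and is balanced between them, so it leaves the difference between the wild types unexplained, and with the replicate block the number of genes with a different RAD6 effect was 26. The labels do not say what the replicates shared. The tags, by which the labels separate the 2 wild types, stay open as an untested biological explanation. The values do not show which of the 2 wild types is unusual. Comparisons of these genes with WT untagged, including those of rad6Δ untagged and H2B-K123R, therefore depend on this difference. So do those with WT tagged, which lay below rad6-R6Q (mean log2 CPM 5.29), rad6-R6A,M10A (5.28) and rtf1-AAA (4.87).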

How the results depend on the processing

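The K. lactis covariate, the removal of overlapping genes and the single-library fits of the similarity, the sense and antisense relation, the K. lactis genes and the gene sets were tests chosen only after the results were seen. In all, 298 results were computed under 4251 alternatives. Where a value below differs from the reported one, the cause was not tested, except where fewer genes or libraries are named.

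The DESeq2 Wald test gave 30 genes for the tag in rad6Δ (12 reported), 7 for rtf1-AAA against rad6-R6A,M10A (4), 40 for the difference of the RAD6 effect between tagged and untagged strains (16), and 119 antisense genes for the tag in wild type (194). In K. lactis it gave 14 in rad6Δ tagged (3), 21 in rad6Δ untagged (11) and 16 in H2B-K123R (3).

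Scaling to K. lactis counts gave 5 genes for the tag in rad6Δ, 1192 for H2B-K123R against rad6Δ untagged (609) and 10 for the difference of the RAD6 effect. It reversed small changes of HTB1 in rad6Δ tagged (0.19), GUS1 in rad6Δ untagged (0.093), PTR2 in rtf1-AAA (0.14), CUP9 in rad6-R6A,M10A (0.044) and DAL5 in rad6Δ tagged (0.27), rad6Δ untagged (0.20), rtf1-AAA (0.14) and rad6-R6A,M10A (0.19). Median-of-ratios factors moved the log2 ratio of the species to 0.198 in rad6Δ tagged, 0.128 in rad6Δ untagged and 0.207 in rad6-R6Q.

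The replicate block gave 7 genes for the tag in rad6Δ, 26 for the difference of the RAD6 effect, 6 K. lactis genes in H2B-K123R, and adjusted p 0.00536 in rad6-R6Q and 0.00939 in rad6-R6A,M10A for the phosphate regulon. With removal of overlapping genes it gave 700 antisense genes in rad6Δ tagged. PHO84 was called with it in rad6-R6Q (log2 1.03) and rad6-R6A,M10A (1.29), and HPF1, GVP36, TEF4, AHP1 and SED1 were no longer called for the tag in rad6Δ. Of the phosphate regulon genes 8 were called with it in rad6Δ tagged (3 without), 4 in rtf1-AAA (1) and 11 for the difference of the RAD6 effect (5). It changed no other call of a named gene or set, and moved no other total of called genes by over 1.5 times.

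Unstranded counts gave 63 genes for the tag in wild type (39) and 1 for rtf1-AAA against rad6-R6A,M10A. They reversed PHO84 in rtf1-AAA (−0.23) and SPO22 for the tag in wild type (−0.25).

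The K. lactis covariate gave 2164 genes in rtf1-AAA (1419), 69 for the tag in wild type, 11 for rtf1-AAA against rad6-R6A,M10A, 1374 for H2B-K123R against rad6Δ untagged, and, against rad6Δ tagged, 1552 in rad6-R6Q (951), 1126 in rad6-R6A,M10A (495) and 1501 in rtf1-AAA (830). It reversed DAL5 in rad6Δ untagged (0.18) and H2B-K123R (0.091).

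With only the compared groups, so with fewer libraries for the dispersions, there were 802 genes in rtf1-AAA, 842 in rad6-R6Q (1685), 339 in rad6-R6Q and 466 in rtf1-AAA against rad6Δ tagged, 5 for the tag in rad6Δ, 1 for rad6-R6Q against rad6-R6A,M10A (2) and 31 for the difference of the RAD6 effect.

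On the antisense strand, at least 10 counts in every library left fewer genes and gave 602, 548, 497, 444, 509 and 419 calls in rad6Δ tagged, rad6Δ untagged, H2B-K123R, rtf1-AAA, rad6-R6Q and rad6-R6A,M10A. Removing overlapping genes gave 663 in rad6Δ tagged, 709 in rad6Δ untagged and 528 in rad6-R6Q. TMM factors of the antisense table gave 84 genes for the tag in wild type. The low antisense depth limits these counts, since on simulated data of this depth 30% of the genes changed by 2-fold and 7% of those changed by 1.5-fold were called.

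The difference in antisense share from the matched wild type depended on how the share was computed. In the order rad6Δ tagged, rad6Δ untagged, H2B-K123R, rtf1-AAA, rad6-R6Q and rad6-R6A,M10A, the difference without the 10 genes with most antisense counts was 0.266, 0.436, 0.540, 0.131, −0.0280 and 0.0486 points. As a median over genes it was 0.312, 0.531, 0.947, 0.339, 0.151 and 0.340. Without overlapping genes it was 0.103 in rad6Δ tagged, 0.277 in rad6Δ untagged, 0.520 in H2B-K123R and −0.134 in rad6-R6Q.

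Spearman's rho for H2B-K123R and rad6-R6Q was 0.620. The relation of sense and antisense changes, with at least 10 counts in every library, was −0.160 in rad6Δ tagged, −0.157 in H2B-K123R, −0.175 in rtf1-AAA, −0.207 in rad6-R6Q and −0.146 in rad6-R6A,M10A. Without overlapping genes it was −0.158 in rad6-R6Q. Pearson's r was −0.0876 in rad6Δ tagged and −0.109 in rad6-R6Q.

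For the gene sets, fry gave adjusted p 0.0127 in rad6Δ untagged, 5.3e-04 in H2B-K123R, 0.0014 in rtf1-AAA and 0.0144 in rad6-R6Q for telomere-proximal genes, and 2.2e-05 in rad6Δ untagged, 0.0355 in rtf1-AAA and 0.0310 in rad6-R6Q for DNA damage genes. Camera with an estimated correlation gave 0.254 for DNA damage genes in rad6Δ tagged, 0.0702, 0.0700, 0.139, 0.461, 0.284 and 0.284 for ribosomal protein genes in the 6 mutants, and 0.254 in rad6Δ untagged and 0.284 in H2B-K123R for the phosphate regulon. Within 20 kb of an end the telomere set gave 0.0407 in H2B-K123R and 0.00311 in rtf1-AAA. With at least 10 counts in every library the direction of camera was reversed in rad6Δ tagged (0.618) and the set gave 0.00628 in rtf1-AAA, and DNA damage genes gave 0.0706 in rad6Δ tagged.

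Fits that each left out 1 library gave from 337 to 475 genes for H2B-K123R against rad6Δ untagged, 0 to 211 for rad6-R6Q against rad6-R6A,M10A (627 at an unadjusted p under 0.05 with all libraries), 1 to 3 for rtf1-AAA against rad6-R6A,M10A, 0 to 13 for the tag in rad6Δ, 0 to 21 for the difference of the RAD6 effect and 12 to 34 for the tag in wild type. Against rad6Δ tagged they gave 261 to 434 for rad6-R6A,M10A, 531 to 1316 for rad6-R6Q and 532 to 789 for rtf1-AAA. The antisense count for the tag in wild type was 66 to 143. K. lactis counts were 1 to 4 in H2B-K123R, 2 to 11 in rad6Δ untagged and 0 to 2 in rad6Δ tagged. Extreme values came without H2B-K123R replicate 2 (337), rad6-R6Q replicate 1 (531 and 0), rad6-R6A,M10A replicate 2 (261), rad6Δ tagged replicate 1 (532), WT tagged replicate 3 (12), rad6Δ untagged replicate 3 (0) and WT untagged replicate 2 (66), and 211 came without rad6-R6Q replicate 2.

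The same fits gave a sense and antisense rho of −0.0615 to 0.00943 in rad6Δ tagged, −0.147 to −0.00890 in H2B-K123R, −0.133 to −0.00878 in rtf1-AAA and −0.166 to −0.0982 in rad6-R6Q. Adjusted p for sets was 0.0151 to 0.124 for telomere-proximal genes in H2B-K123R, 0.0492 to 0.107 in rtf1-AAA, 0.00962 to 0.317 for the phosphate regulon in rad6-R6A,M10A, 0.00875 to 0.236 in rad6-R6Q and 0.210 to 0.993 in rtf1-AAA, where the direction of camera reversed but the median log2 stayed above 0, and 0.0417 to 0.0687 for DNA damage genes in rad6Δ untagged and 0.0265 to 0.0548 in rad6Δ tagged.

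Single genes near 0 changed sign in such fits: HTB1 in rad6Δ tagged (−0.44 to 0.076), RTF1 in H2B-K123R (−0.019 to 0.335), GUS1 in rad6Δ untagged (−0.34 to 0.015), PHO84 in rtf1-AAA (−0.16 to 1.14), CUP9 in H2B-K123R (−0.089 to 0.24) and rad6-R6Q (−0.014 to 0.33), and DAL5 in rad6Δ tagged (−0.32 to 0.22), rad6Δ untagged (−0.15 to 0.088), H2B-K123R (−0.30 to 0.12), rtf1-AAA (−0.47 to 0.11), rad6-R6Q (−0.087 to 0.28) and rad6-R6A,M10A (−0.46 to 0.13). Over 211 pairs of a single gene and a comparison, 3224 alternatives gave the same direction and side of the threshold 2759 times, 414 lost the call, 17 gained it and 34 reversed. In 106 pairs every alternative gave the same.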

Other observations

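The tests of the K. lactis covariate on sense calls, of genomic DNA at silent genes, of leakage as a fold at abundant genes, and of scaling on the antisense direction were chosen only after the results were seen. So were the test of expression level, the separate treatment of WT untagged for genomic DNA, the limit of 0.2 there, and the reading of leakage in each comparison from the median fold change and the middle sense levels as well.

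Variation within groups was shared between the 2 species. Over 24 libraries, the first component of within-group variation in K. lactis correlated with that in S. cerevisiae, with r 0.990 and rho 0.973 (permutation p 1e-05 for each, the smallest possible with 100000 permutations), and r 0.985 without the 2 farthest libraries. It held 20.9% of the within-group variance in K. lactis and 32.0% in S. cerevisiae. GC content, gene length and expression level could not be told apart from no cause, since across 5569 genes, which are not independent replicates, the loadings had rho −0.135 with GC content, −0.163 with length and 0.269 with mean CPM, between the limits set for and against. Library size stays open for the same reason, with r −0.657 over 24 libraries. No biological explanation was tested.

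The component did not make the sense calls of the 6 mutants: with the K. lactis covariate at least 98.2% of them were called again. A covariate built from within-group differences alone was tried first and set aside after its calls were seen, because it cannot remove differences between groups; it gave 3123, 3113, 2372, 2162, 2456 and 2275 calls in rad6Δ tagged, rad6Δ untagged, H2B-K123R, rtf1-AAA, rad6-R6Q and rad6-R6A,M10A, and 502 for the tag in wild type. It also gave 258 calls for rad6-R6Q against rad6-R6A,M10A, 179 for the difference of the RAD6 effect, 16 for rtf1-AAA against rad6-R6A,M10A and 9 for the tag in rad6Δ. Against rad6Δ tagged it gave 1754 in rad6-R6Q, 1171 in rad6-R6A,M10A and 1515 in rtf1-AAA, and 1381 in H2B-K123R against rad6Δ untagged. Gain or loss of a whole chromosome is also argued against, since no chromosome's median log2 fold change in any mutant lay farther from 0 than 0.151. For the 6 mutants 1 of the 10 splits of the 6 libraries gave as many sense calls, the real one, as did 1 of 10 for each of the 7 antisense comparisons. The same held for the tag comparisons and for the comparisons with rad6Δ and of rtf1-AAA with rad6-R6A,M10A. For rad6-R6Q against rad6-R6A,M10A 2 of 10 splits gave as many, and the other gave 17 calls. In K. lactis 1 of 10 gave as many for rad6Δ tagged, rad6Δ untagged and H2B-K123R, and 10 of 10 for the other 3 mutants, whose real split gave 0 calls. With 3 libraries against 3 the real split alone is already 1 of 10. In comparisons whose replicate numbers paired the libraries, 1 of the 4 splits that part 3 pairs gave as many, except 4 of 4 for rad6-R6Q in K. lactis.

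For the gene sets, as small a camera p came from 4, 5, 3, 2, 3 and 6 of 10 splits, the real one included, for telomere-proximal genes in rad6Δ tagged, rad6Δ untagged, H2B-K123R, rtf1-AAA, rad6-R6Q and rad6-R6A,M10A. In the same order it came from 9, 1, 4, 7, 4 and 6 for the phosphate regulon, from 3, 2, 7, 4, 5 and 4 for DNA damage genes, and from 1, 2, 1, 3, 3 and 5 for ribosomal protein genes.

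Replicate 3 had fewer genes without antisense counts than replicates 1 and 2 in 6 of the 8 groups after all libraries were thinned to the same total, which argues against deeper sequencing. In rtf1-AAA 435 genes were at 0 in replicate 3, and 955 and 846 in replicates 1 and 2. In 5 of these 6 groups genomic DNA is argued against, since the ratio of sense to antisense excess at quiet genes was at most 0.0204, where DNA would give about 1, and both strands rose at silent genes in 0 of the 5. In the other, WT untagged, genomic DNA stays open, because the ratio was 0.391, between the limits, and at silent genes sense rose by 2.06 and antisense by 0.637 CPM in a single library. Leakage of sense reads to the other strand is a candidate explanation in rad6Δ tagged, rad6Δ untagged, rtf1-AAA and WT untagged, where the antisense count per sense count at 430 abundant genes rose by at least 3.72-fold in replicate 3. Over the 6 groups the median rho between antisense excess and sense level was 0.374, between the limits. In H2B-K123R and rad6-R6A,M10A rho was 0.153 and 0.0748, below the limit of 0.2 and so against leakage. The fold there was at most 1.91, short of the limit set for leakage. No limit against leakage was set for the fold, so that test could not argue against it. Leakage therefore stays open in these groups. No biological explanation was tested, since replicate number is not a group of the study.

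Antisense rises outnumbered falls most in H2B-K123R and rad6Δ untagged, and by less in rad6Δ tagged, rtf1-AAA and rad6-R6A,M10A. H2B-K123R and rad6Δ untagged were both compared with WT untagged, against which WT tagged also had more antisense rises than falls. After thinning to the same total, 1484, 1526 and 828 genes had no antisense counts in WT untagged, and 899, 1208 and 972 in WT tagged. The rises in H2B-K123R and rad6Δ untagged therefore depend on WT untagged as well as on the mutants. Leakage of sense reads would raise genes with much sense RNA most. In H2B-K123R it is argued against as the only cause, since the percent risen was 1.96 times as high in the 520 genes of the lowest sense level as in the 520 of the highest (42.5 and 21.7%), and the median log2 fold change was also higher there (0.64 and 0.31). As a part of the cause it stays open, because below the highest level the percent risen grew with sense level, to 47.1 and then 48.7% (median log2 0.75 and 0.90), the latter 1.14 times the lowest level, between the limits. In rad6Δ untagged leakage stays open, because the percent risen was 1.99 times as high at the lowest level (31.3 and 15.8%), but the median log2 fold change was lower there (0.37 and 0.45). Leakage also stays open in the other strains with more rises. From the lowest to the highest level the median went from −0.12 to 0.98 in rtf1-AAA and from 0.04 to 0.50 in rad6Δ tagged. The percent risen went from 9.6 to 12.9% and from 16.7 to 13.5%. In rad6-R6A,M10A both were lower at the highest level (−0.067 and 9.4%) than at the lowest (0.0013 and 12.1%). The scaling cannot be told apart as a cause, because with TMM factors from antisense counts, 57.4% of the H2B-K123R calls rose, between the limits set. The genotypes stay open as untested causes.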
